A study of Mus musculus with 8 samples. Its data were reported in "In vivo genome-wide analysis of multiple tissues identifies gene regulatory networks, novel functions and downstream regulatory genes for Bapx1 and its co-regulation with Sox9 in the mammalian vertebral column" (2014).

How the data were processed

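The series consists of 8 samples of *Bapx1*-EGFP positive cells isolated by FACS from spleens of E12.5 mouse embryos, 4 from *Bapx1* wildtype and 4 from *Bapx1* null embryos. Each replicate is described in the labels as a population of sorted cells, and the number of embryos behind it is not given. The labels do not give reporter allele copies, and the paper writes the wildtype reporter genotype as heterozygous and the null genotype as homozygous. Amplified biotin-labelled RNA was hybridized to Illumina MouseWG-6 BeadChips. Groups were taken from the labels. The labels number the replicates of both genotypes alike, and the numbers were not read as pairs.

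The intensity values of the signal table were summarized per probe and background-subtracted in GenomeStudio by the authors and deposited without normalization between arrays. The p-value columns of the same table were deposited by the authors as GenomeStudio detection values, and they hold 1 minus the detection p, since the brightest probes hold 1, so they were turned before use. The log2 values of the deposited value table equal, by comparison with the signals, the log2 of the signal floored at 1, minus the log2 median signal of the array, minus a baseline per probe whose source is not stated. The study's own later steps in Partek are not part of either table. No slide or scan positions are given.

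Each table holds 45281 probes. The signal table names its probes by bead address, and these were joined to the probe names of the value table by their profile over the 8 arrays, and 34536 matched exactly 1 probe, among them all 19841 probes detected on at least 4 arrays. Of these 16663 carry 1 gene symbol, 11 several and 3167 none. Members of the gene lists that carry an older symbol on the array were found through synonyms. Probe positions were not used here. The median signal was 14.5, 10.9, 11.1 and 12.5 on wildtype and 8.2, 11.1, 9.9 and 11 on null arrays (replicates 1 to 4), and 29.0 to 30.8% of signals lay below 0.

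Signals were background corrected and normalized by neqc (normexp with negative control parameters inferred from the detection p, offset 16, quantile normalization, log2) in limma 3.58.1 with statmod 1.5.0 under R 4.3.3. Probes with a detection p under 0.05 on at least 4 of the 8 arrays were kept, and each gene was represented by its brightest kept probe over all arrays, which left 10766 genes. Null was compared with wildtype by lmFit and eBayes with genotype as the only factor, a two-sided test and Benjamini-Hochberg adjustment. A gene differed at an adjusted p under 0.05, and the genes over 2-fold also had a fold change over 2. Where 1 genotype was not above background on any array, the fold is given as "at least", with each value of that genotype raised to the lowest value above background on its array where it lay below. On simulated data with 10766 genes this fit recovered 30 of 67 genes changed 1.5-fold, 60 of 67 changed 2-fold and 64 of 66 changed 4-fold, and called 4 of 10566 unchanged genes. The simulated noise was independent between genes, and far fewer genes were changed than were called in the real data. On the real arrays 1 shared axis held 54.5% of the variance within genotypes, so these rates need not hold there.

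Gene lists were tested by camera with a preset correlation of 0.01, with camera with an estimated correlation and fry beside it, for lists with at least 5 genes tested. The 34 lists were spleen anlage regulators, the spleen, cell cycle and VEGF pathway genes named by the study, S phase genes, G2 and M phase genes, CDK inhibitors, p53 targets and apoptosis effectors, smooth muscle contractile genes, cartilage genes, fibrillar matrix genes, FGF and ERK feedback genes, Wnt targets and antagonists, Hedgehog and BMP response genes, retinoic acid pathway genes, Hox genes, markers of erythroid cells, megakaryocytes, macrophages, endothelium, pancreatic epithelium, gut epithelium, hepatocytes, mesothelium, neural and neural crest cells, and somite and skeletal muscle, female and male specific genes, immediate early and dissociation genes, hypoxia and glycolysis genes, splicing regulators, nuclear retained RNAs, ribosomal proteins, oxidative phosphorylation subunits and replication dependent histones. The genes named in the text are *Bapx1*, the 10 largest rises and 10 largest falls among genes past the threshold whose genotypes do not overlap and that are detected on all arrays of the brighter genotype (placeholder names left out), up to 4 members of each list with the largest absolute moderated t, and all members of the 3 lists named by the study. The test, the filters, the lists and this rule were fixed before the data were examined.

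Alternatives fixed at the same time were an offset of 50, no background correction, median absolute deviation scaling, median centring, the value table, no filter, a filter at the 20th percentile, a detection p under 0.01 on all arrays, the mean of all probes of a gene, the replicate number as a block, array weights, a robust trend, the methods' t-test, *Xist* as a covariate and leaving out each array. A block for the slide was not run, since the files do not show slides. Added after seeing the data were no normalization between arrays, leaving out the 3 arrays lowest on the splicing regulators within their genotypes, and the splicing regulators or the markers of other cell types as covariates. The covariate of other cell types was the mean of the erythroid, endothelial, macrophage and gut epithelium markers. Every split of the 8 arrays into 4 and 4 was fitted in the same way (35 splits). Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.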

Results

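Gene expression was profiled in *Bapx1*-EGFP positive cells sorted from the spleen of mouse embryos at E12.5, the stage at which the splenic primordium separates from the pancreatic mesenchyme. The series holds 8 samples, 4 labelled *Bapx1* wildtype and 4 labelled *Bapx1* null, each hybridized to its own single-colour BeadChip array. In both genotypes EGFP marks cells in which the *Bapx1* promoter is active. The wildtype reporter allele carries EGFP behind an internal ribosomal entry site in the 3' UTR, and the null allele carries EGFP behind the start codon. Each array was read at 45281 probes, of which 19019 to 20152 (42.0 to 44.5%) were detected above background. The mean signal was 361.7 to 472.5 on the wildtype arrays and 302.4 to 398.1 on the null arrays. The number of arrays limits the precision of the comparison. The comparison of null with wildtype asks which genes differ with *Bapx1* genotype in sorted cells of the spleen primordium. *Bapx1* null mice lack the spleen at birth. The reporter allele changes together with the genotype, and so do its copies as the paper writes the genotypes. Effects of the reporter, of the mouse line or of which cells pass the sort cannot be told apart from loss of *Bapx1* here.

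The targeted gene was measured by 2 probes, and both gave a higher signal in null cells. *Bapx1*, a homeobox transcription factor whose current symbol is *Nkx3-2*, was not above background on any of the 4 wildtype arrays at either probe and was detected on all 4 null arrays at both. For ILMN_2687592 the log2 intensity was 4.63 ± 0.12 (SD, n = 4) in wildtype and 7.04 ± 0.27 in null cells, a signal at least 3.79-fold higher in null (adjusted p = 6.0e-06, limma). For ILMN_2687594 the log2 intensity was 4.57 ± 0.12 in wildtype and 6.70 ± 0.27 in null cells, at least 2.99-fold higher. The direction is opposite to the loss of *Bapx1* RNA in null spleen that the study described from in situ hybridization, and the same as the higher *Bapx1* level it described in the null vertebral column. The null allele removes a short stretch behind the start codon and keeps the rest of the transcribed sequence, and the position of the 2 probes is not given in the files. A probe outside the removed stretch does not check the genotype labels.

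Null cells differed from wildtype cells across much of the expressed genome. They carried higher levels of most Hox, smooth muscle and Hedgehog and BMP response genes tested, although as lists these lost their calls with an estimated correlation (adjusted p = 0.191, 0.422 and 0.20). They carried lower levels of the spleen regulator *Nkx2-5*, of the iron exporter *Slc40a1* and of a set of cell cycle genes named by the study, which as a list lost its call with an estimated correlation (adjusted p = 0.422) and had a median log2 difference of 0.0669 with the splicing regulators as a covariate. Of 10766 genes tested, 4819 differed between the genotypes, 2909 higher and 1910 lower in null. A fold change over 2 was passed by 863 genes, 474 higher and 389 lower, so that 45.1% were lower (95% Clopper-Pearson interval 41.7 to 48.5%, which treats genes as independent). A fold change over 4 was passed by 114 genes, 71 higher and 43 lower. In 4326 of the 10766 genes the 4 arrays of 1 genotype all lay above the 4 of the other, where chance gives 2.86%. In 67 of the 863 genes 1 genotype was not above background on any array. Counted per probe, 1805 of 19841 probes passed a fold change over 2, and 1104 of these (61.2%) were lower in null. The gene counts rest on the brightest probe. Another kept probe was present for 180 of the 389 lower genes. In 66 of these 180 genes it differed from the brightest by over 1 in log2, in either direction. For the higher genes this was so in 44 of 135.

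These counts come from limma with Benjamini-Hochberg adjustment over all genes. The balance of lower and higher genes moved with the scaling of the arrays, from 14.8% lower with median absolute deviation scaling to 71.6% lower without normalization between arrays, and the median log2 difference of all genes moved with it, from 0.09 as designed to 0.43 and -0.14 under these scalings, and to 0.13 both with median centring and in the value table deposited by the authors. Neither *Xist* nor the splicing regulators overlapped between the genotypes, so that both covariates also take up effects of genotype. With the level of *Xist* as a covariate 293 genes passed a fold change over 2, with the mean of the splicing regulators as a covariate 539 did, and without the 3 arrays lowest on the splicing regulators within their genotypes (wildtype replicate 3, null replicates 2 and 3) 697 did.

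**Figure D1:**
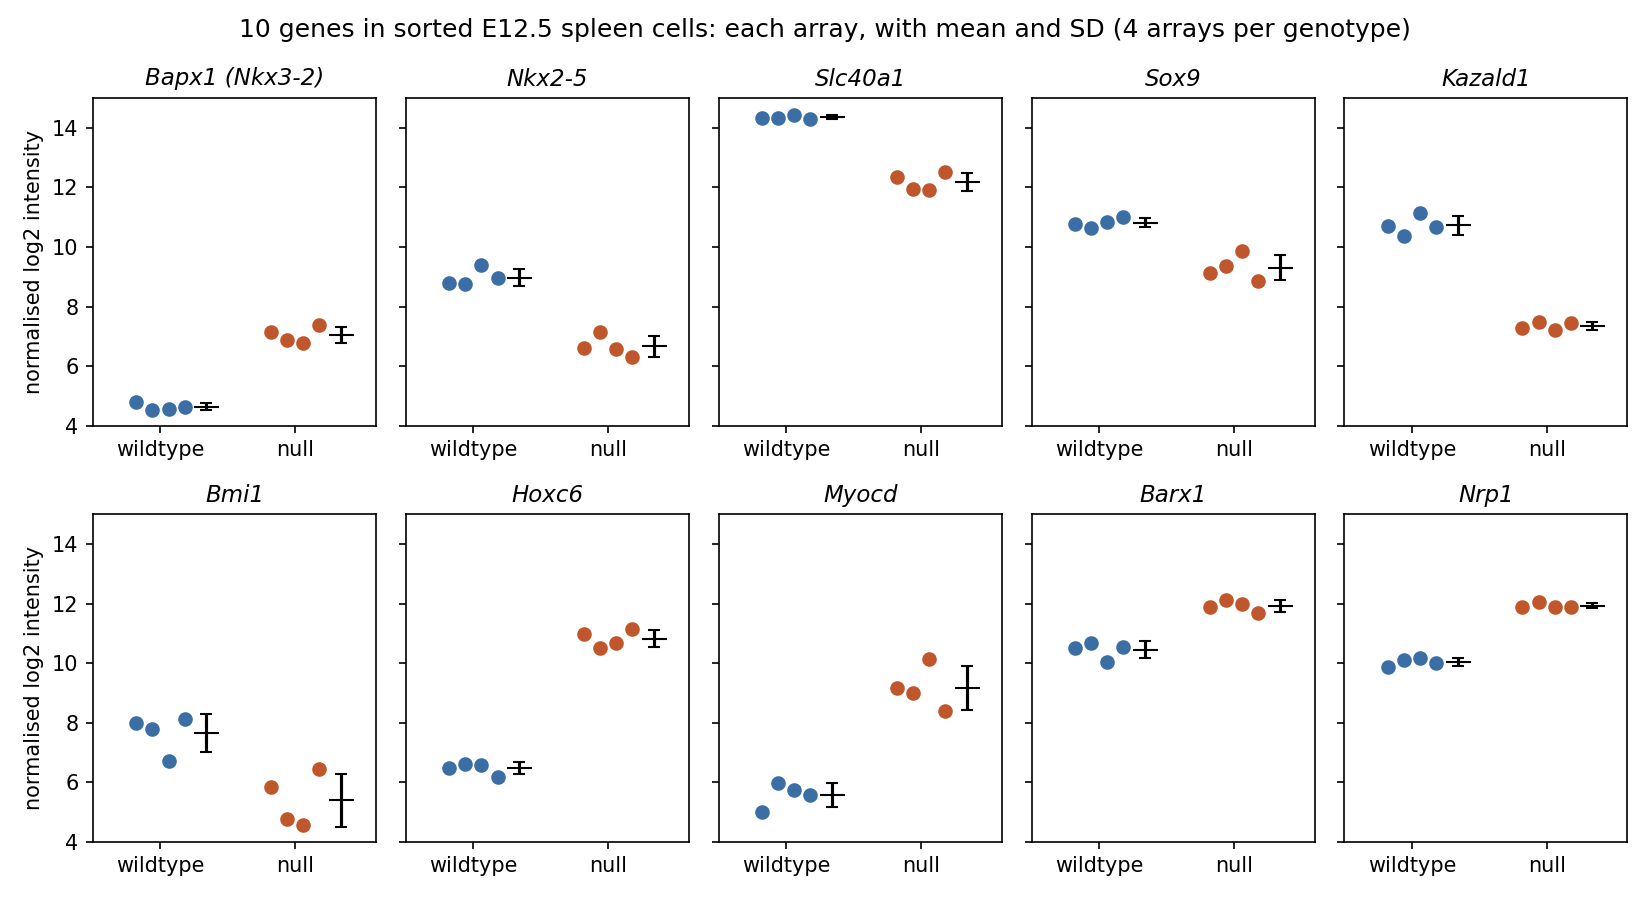
Normalised log2 intensity (vertical axis) of 10 genes on each wildtype (blue) and null (orange) array, with the mean and SD of the 4 arrays in black. *Hoxc6* has a mean of 6.47 in wildtype and 10.83 in null, and *Nkx2-5* a mean of 8.97 in wildtype and 6.66 in null, with no overlap between the genotypes.

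The largest rise in null cells was in *Hoxc6*, a patterning gene of the Hox family. Its log2 intensity was 6.47 ± 0.20 (SD, n = 4) in wildtype and 10.83 ± 0.29 in null cells (ILMN_1217328), a 20.5-fold rise with an adjusted p of 6.3e-07 in limma. *Myocd*, the master coactivator of smooth muscle genes, rose 12.1-fold. The tetraspanin *Tspan8*, above background on 1 of 4 wildtype arrays, rose 11.8-fold, and the myosin heavy chain *Myh8* rose 11.4-fold, with log2 differences of 1.10 to 1.79 at its other probes against 3.51 at the brightest. *Fhdc1* rose 9.57-fold and *Gdnf*, a growth factor for neurons of the gut, 9.12-fold. *Mgp*, an inhibitor of calcification, rose 8.72-fold and the tight junction gene *Cldn11* 8.52-fold. *Smoc1*, a matricellular protein, rose 7.38-fold at the brighter of its probes, while its other probe gave a log2 difference of 0.42. The muscarinic receptor gene *Chrm2* was not above background in wildtype and at least 5.75-fold higher in null. With the splicing regulators as a covariate *Chrm2* (log2 difference 0.76, adjusted p = 0.613), *Gdnf* (2.09, adjusted p = 0.214) and *Smoc1* (1.77, adjusted p = 0.0717) lost their calls, and with *Xist* as a covariate these 3 (2.43, 3.70 and 2.80, adjusted p = 0.486, 0.144 and 0.106) and *Myocd* (3.03, adjusted p = 0.106) did. The log2 differences of *Chrm2*, *Gdnf* and *Smoc1* as designed were 2.84, 3.19 and 2.88, and their standard errors rose from 0.51, 0.46 and 0.31 to 1.20, 1.07 and 0.74 with *Xist*.

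The largest fall, at the brightest probe of each gene, was in *Kazald1*, which encodes a secreted protein of the insulin-like growth factor binding family. Its log2 intensity fell from 10.73 ± 0.32 (SD, n = 4) to 7.35 ± 0.13 (ILMN_2710176), a 10.4-fold fall with an adjusted p of 2.5e-06 in limma. *Popdc3*, a membrane protein of the Popeye family, fell 8.87-fold. *Eya1*, a transcriptional cofactor of organ formation, was not above background on any null array and was at least 5.62-fold lower. *Frzb*, a secreted Wnt antagonist, fell 6.96-fold, and the glutamate receptor gene *Grm7* 6.75-fold. *Kctd12* fell 6.72-fold, the neuropeptide gene *Npy* 6.69-fold and the matrix gene *Hmcn1* 6.47-fold. The log2 difference was -1.03 at the other probe of *Hmcn1* and -3.69 at that of *Kctd12*. The phosphatase subunit gene *Ppp1cb* (8.06-fold) and the nuclear import gene *Kpna2* (6.81-fold) also fell, with more spread between arrays (SD 1.42 and 1.15 in null). With the mean of the splicing regulators as a covariate the log2 difference of *Ppp1cb* was 0.65 (adjusted p = 0.144) and that of *Kpna2* 0.16 (adjusted p = 0.602), so that both lost their call and turned in sign, and with *Xist* as a covariate *Hmcn1* (adjusted p = 0.210), *Kpna2* (adjusted p = 0.915) and *Ppp1cb* (adjusted p = 0.963) lost theirs.

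All 6 spleen genes that the study named were lower in null cells, also when adjusted over the list alone. *Nkx2-5*, a homeobox regulator of the spleen anlage, fell 4.96-fold, from 8.97 ± 0.29 to 6.66 ± 0.36 (SD, n = 4), and *Slc40a1* fell 4.53-fold from a high level, 14.35 ± 0.06 to 12.17 ± 0.30. *Bmi1*, a Polycomb regulator of proliferation, fell 4.79-fold and was above background on 2 of 4 null arrays. The glycogen primer *Gyg* fell 3.60-fold and the transcription factor *Sox9* 2.86-fold. *Akap12*, a scaffold for protein kinases, fell from 13.18 ± 0.09 to 12.18 ± 0.42 at its brighter probe, while its other probe gave a log2 difference of 0.47. The list was shifted down in limma's camera (adjusted p = 2.1e-05) with an adjusted p = 0.091 with an estimated correlation. The study chose this list on these samples, so it is not independent evidence of a direction. With median absolute deviation scaling *Slc40a1* (log2 difference -1.16, adjusted p = 0.0566) and *Akap12* (-0.05, adjusted p = 0.932) lost their calls. With the splicing regulators as a covariate *Gyg* (-0.69, adjusted p = 0.0551) and *Akap12* (-0.14, adjusted p = 0.752) lost theirs and *Bmi1* turned to 0.17 (adjusted p = 0.695). With *Xist* as a covariate *Bmi1* (-0.56, adjusted p = 0.941), *Akap12* (-0.50, adjusted p = 0.768), *Gyg* (-1.28, adjusted p = 0.301) and *Sox9* (-1.78, adjusted p = 0.0919) lost their calls, the last with a larger difference and a standard error of 0.45 against 0.19 before, and *Nkx2-5* (-2.65) and *Slc40a1* (-2.17) kept theirs. The array means of this list were 0.03, -0.02, -0.12 and 0.11 on wildtype replicates 1 to 4 and -1.71, -1.97, -2.14 and -1.59 on null replicates 1 to 4.

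The regulators of the spleen anlage, a list that also holds *Nkx2-5*, went both ways. Of 7 tested, 3 rose, 2 fell and 2 did not pass, and adjusted over the list alone 4 rose and 2 fell. Besides *Nkx2-5*, given above, only *Nkx2-3* fell. *Barx1*, a homeobox gene of stomach and spleen mesenchyme, rose 2.78-fold, from 10.45 ± 0.28 to 11.92 ± 0.20 (SD, n = 4), and *Hoxa5* rose 1.93-fold. *Isl1*, a LIM homeobox gene, rose 1.61-fold (log2 difference 0.69), and without null replicate 1 the difference was 0.64 (adjusted p = 0.0592). *Nkx2-3* fell 1.62-fold, and its log2 difference was 0.15 (adjusted p = 0.732) with median absolute deviation scaling, against a median of 0.43 for all genes. The list as a whole was not shifted (adjusted p = 0.908, camera).

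Part of the cell cycle genes tested were lower in null cells. Of the 10 cell cycle genes that the study named, 9 fell, also when adjusted over the list alone, with a median log2 difference of -1.43 (-1.29 with *Lats2* at its bound). *Ccne2*, the cyclin of S phase entry, fell 4.59-fold and was above background on 2 of 4 null arrays. *Ckap2*, a spindle protein, fell 3.99-fold and *Ccng2* 3.93-fold, and the kinase gene *Lats2* was at least 1.93-fold lower and not above background on any null array. *Cdc14a* fell 2.83-fold, *Tfdp1* 2.10-fold, *Cep55* 1.97-fold, *Stag2* 1.80-fold and *Bmi1* as given above. With *Xist* as a covariate none of the 9 kept its call, with log2 differences of -0.67 for *Ccne2* (adjusted p = 0.901), -0.59 for *Ckap2* (adjusted p = 0.922) and -1.27 for *Ccng2* (adjusted p = 0.155), while the list still passed (adjusted p = 0.0322). *Top1* had a log2 difference of -0.02 at its brightest probe and of -1.99 to -1.94 at its other probes. This list was shifted down in camera (adjusted p = 2.1e-05), with an adjusted p = 0.422 with an estimated correlation, and since the study chose it on these samples it is not independent evidence. Of 25 S phase genes fixed as a list, 1 of them also named by the study, 9 fell, 1 rose and 15 did not pass (8 fell and 1 rose adjusted over the list alone), among them *Dtl*, at least 2.39-fold lower, *Tyms* (1.73-fold) and *Cdc6* (1.41-fold), and the list was shifted down (adjusted p = 0.0033, and adjusted p = 0.191 with an estimated correlation). Of 34 G2 and M phase genes, 2 of them also named by the study, 14 fell, 1 rose and 19 did not pass, the same counts as when adjusted over the list alone, with falls in *Cdk1* (1.98-fold), *Aurkb* (1.70-fold) and *Ttk* (1.45-fold), and this list was also shifted down (adjusted p = 0.0013, and adjusted p = 0.191 with an estimated correlation).

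The median log2 difference of the S phase list was -0.16 and that of the G2 and M phase list -0.19, and with median absolute deviation scaling they turned to 0.33 and 0.42, against 0.43 for all genes, and neither list passed (adjusted p = 0.332 and 0.193). The cell cycle genes moved with the splicing regulators between arrays of 1 genotype. The mean of the named cell cycle genes, relative to wildtype, was -1.20, -1.76, -1.89 and -0.83 on null replicates 1 to 4, where that of the splicing regulators was -0.47, -0.75, -0.89 and -0.37, and it was 0.15, 0.05, -0.47 and 0.26 on wildtype replicates 1 to 4, where that of the splicing regulators was 0.08, 0.02, -0.20 and 0.10. With the splicing regulators as a covariate the list of named cell cycle genes was no longer shifted (median log2 difference 0.0669, adjusted p = 0.487).

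Many splicing regulators were lower in null cells. Of 26 tested, 14 fell, 12 did not pass and none rose, the same as when adjusted over the list alone. *Clk1*, a kinase of splicing factors, fell 4.62-fold, from 10.06 ± 0.82 to 7.85 ± 0.73 (SD, n = 4), *Ddx5* fell 2.41-fold with a log2 difference of 0.04 at its other probe, and *Tra2a* fell 1.92-fold. The list was shifted down in camera (adjusted p = 2.1e-05), with an adjusted p = 0.422 with an estimated correlation. Its median log2 difference of -0.28 turned to 0.40 with median absolute deviation scaling, against 0.43 for all genes, under which the list did not pass (adjusted p = 0.0822). With *Xist* as a covariate the list did not pass either (adjusted p = 0.0959), with a median of -0.23.

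Genes of growth arrest and cell death showed no common direction. Among 5 CDK inhibitors only *Cdkn1c* rose, 1.25-fold from a high level (14.84 ± 0.05 to 15.16 ± 0.06, SD, n = 4), while *Cdkn1a* had a log2 difference of 0.09, and the list was not shifted (adjusted p = 0.760). Of 21 p53 targets and apoptosis effectors 2 rose, 4 fell and 15 did not pass, and adjusted over the list alone 2 rose and 3 fell. The death receptor gene *Fas* rose 1.71-fold and the BH3-only gene *Bbc3* 1.80-fold (log2 difference 0.26 at its other probe), while *Phlda3* fell 1.52-fold and the caspase gene *Casp8* 1.38-fold, the last 2 with adjusted p = 0.113 and 0.603 with median absolute deviation scaling. This list was not shifted (adjusted p = 0.281, camera).

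Most Hox genes tested were higher in null cells. Of 18 tested, 12 rose, 6 did not pass and none fell, the same as when adjusted over the list alone. Beside *Hoxc6*, *Hoxa7* rose 7.01-fold, from 6.71 ± 0.37 to 9.52 ± 0.16 (SD, n = 4), *Hoxd4* 4.16-fold and *Hoxc5* 3.68-fold, the latter detected on 1 of 4 wildtype arrays and on all null arrays. The list was shifted up (adjusted p = 3.2e-04, camera), with an adjusted p = 0.191 with an estimated correlation. The array means of the Hox list lay between 0.95 and 1.01 on the 4 null arrays and between -0.14 and 0.15 on the wildtype arrays.

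Most genes of visceral smooth muscle were higher as well. Of 11 contractile genes 8 rose, 3 did not pass and none fell, the same as when adjusted over the list alone, and the median log2 difference was 1.33 (0.89 with the member not above background in wildtype at its bound). Besides *Myocd*, the myosin light chain kinase gene *Mylk* rose 2.91-fold, *Myl9* 2.51-fold and *Tpm1* 1.48-fold. The list was shifted up (adjusted p = 0.0035, camera), with an adjusted p = 0.422 with an estimated correlation. It lost its call with the splicing regulators as a covariate (median log2 difference 0.66, adjusted p = 0.191). Its mean on null replicates 1 to 4 was 1.15, 1.42, 1.53 and 0.78, and that of gut epithelium markers on the same arrays was 1.04, 1.51, 1.91 and 0.17.

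Most Hedgehog and BMP response genes rose. Of 11 tested, 9 rose, 1 fell and 1 did not pass, the same as when adjusted over the list alone. The BMP-responsive inhibitors *Id2* and *Id3* rose 2.27-fold and 2.17-fold and *Bmp7* 1.66-fold, while *Msx1* fell 2.12-fold. The list was shifted up (adjusted p = 0.0125, camera), with an adjusted p = 0.20 with an estimated correlation, and it lost its call with median absolute deviation scaling (median log2 difference 0.87, adjusted p = 0.0807) and without the 3 arrays low on the splicing regulators (0.71, adjusted p = 0.0528), against a median of 0.73 as designed.

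Retinoic acid pathway genes changed in 9 of 10 cases, 7 up and 2 down, the same as when adjusted over the list alone. The binding protein genes *Crabp1* and *Crabp2* rose 4.09-fold and 3.28-fold and the receptor gene *Rarg* 2.24-fold. *Cyp26b1*, which degrades retinoic acid, fell 2.30-fold and was above background on 2 of 4 null arrays. The median log2 difference was 1.12 (0.93 with the member not above background in wildtype at its bound). The list did not pass in camera (adjusted p = 0.0686), and it passed without wildtype replicate 2 (0.0347), wildtype replicate 4 (0.0413) or null replicate 2 (0.0469), with *Xist* (2.4e-04), the splicing regulators (0.00735) or the markers of other cell types (0.0392) as a covariate, without normalization between arrays (0.00247) and with a detection p under 0.01 on all arrays (0.0149).

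Matrix genes were partly higher. Of 17 fibrillar matrix genes 8 rose, 3 fell and 6 did not pass, and adjusted over the list alone 9 rose and 3 fell. The small proteoglycan genes *Lum* and *Dcn* rose 5.90-fold and 3.82-fold, and *Col6a2* and *Col6a1* 2.42-fold and 1.95-fold. Of 12 cartilage genes 4 rose, 3 fell and 5 did not pass, the same as when adjusted over the list alone. *Matn4*, above background on 2 of 4 wildtype arrays, rose 5.63-fold. *Col2a1* rose 4.09-fold and *Col9a1* 2.36-fold, with a log2 difference of -0.15 at the other probe of *Col9a1*, whereas *Sox9*, a regulator of these collagens in cartilage, fell. Neither list was shifted (adjusted p = 0.281 and 0.803, camera), but the fibrillar matrix list passed without normalization between arrays (0.0332) and with the splicing regulators as a covariate (0.00425). Of 5 somite and skeletal muscle markers 4 rose, the same as when adjusted over the list alone, with *Tnnt1* up 2.55-fold and *Meox2* at least 2.63-fold higher and not above background in wildtype. This list was shifted up (adjusted p = 0.0424), with an adjusted p = 0.264 with an estimated correlation, and it lost its call with median absolute deviation scaling (adjusted p = 0.150), in the value table (0.106), with a filter at the 20th percentile (0.165), with the replicate block (0.0854), without background correction (0.0751) and with array weights (0.0542), with medians of 0.62 to 0.98 against 0.80 as designed.

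**Figure D2:**
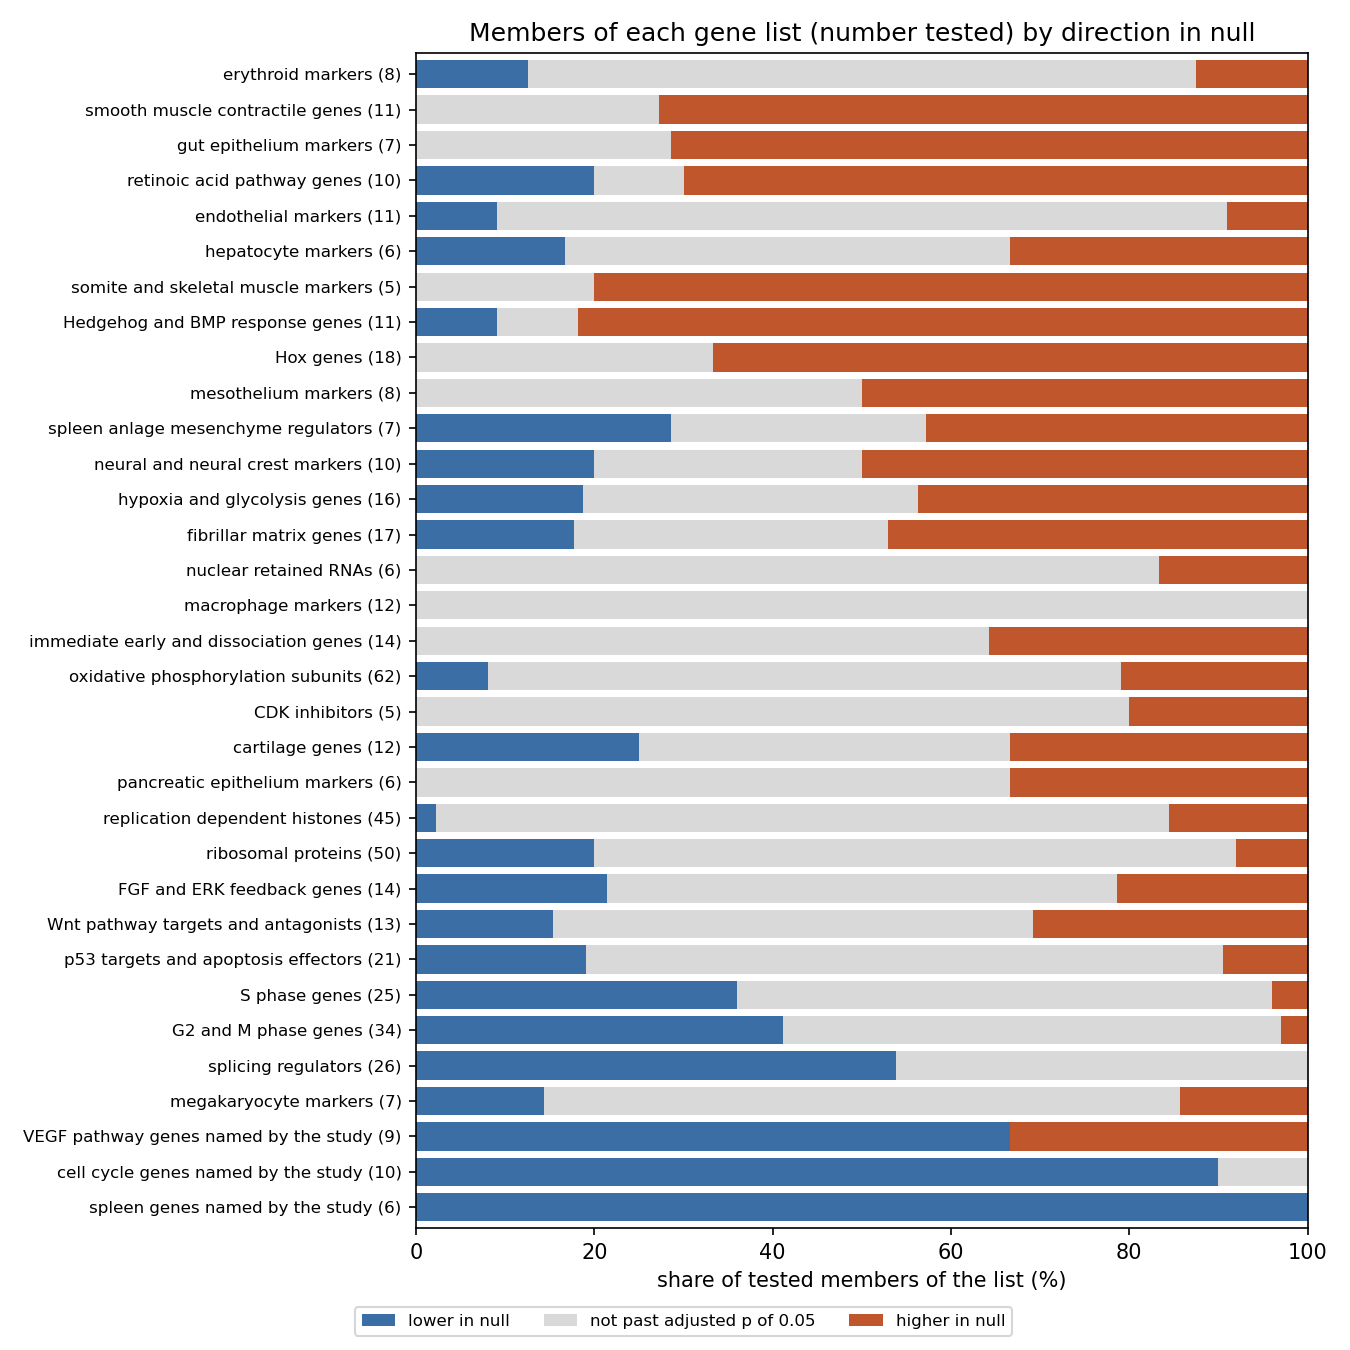
Share of the tested members of each gene list (horizontal axis, percent) that were lower in null (blue), higher in null (orange) or not past an adjusted p of 0.05 (grey), with the number tested in brackets and the lists ordered by median log2 difference. All 6 spleen genes and 9 of 10 cell cycle genes named by the study were lower, and 12 of 18 Hox genes were higher.

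VEGF pathway genes named by the study went both ways. Of 9 tested, 6 fell and 3 rose, the same as when adjusted over the list alone, with a median log2 difference of -1.26 and a mean of -0.26. The median was -0.63 with median absolute deviation scaling, -0.27 with *Xist* as a covariate and 0.0656 with the splicing regulators as a covariate. The ligand gene *Vegfa* fell 2.61-fold, from 12.10 ± 0.17 to 10.72 ± 0.04 (SD, n = 4), while *Vegfd* rose 5.03-fold and the coreceptor genes *Nrp2* and *Nrp1* rose 4.36-fold and 3.71-fold. *Hif1a*, above background on 2 of 4 null arrays, fell 4.53-fold and *Rock1* 2.98-fold. *Pik3c2a*, above background on 1 of 4 null arrays, fell 2.74-fold, *Pik3ca* 2.40-fold and *Prkca* 1.81-fold. The list was not shifted (adjusted p = 0.281, camera down, while fry pointed up with an adjusted p = 0.0611), and since the study chose it on these samples it is not independent evidence. With median absolute deviation scaling *Vegfa* (adjusted p = 0.148) and *Prkca* (adjusted p = 0.162) lost their calls, and with the splicing regulators as a covariate *Hif1a* and *Rock1* turned to log2 differences of 0.48 and 0.0656, as did *Pik3c2a* to 0.35 with *Xist*.

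Markers of other cell types differed between the arrays of the null group. The mean of erythroid markers, relative to wildtype, was 1.58, 2.10, 2.60 and -1.01 on null replicates 1 to 4, that of endothelial markers 0.72, 1.22, 1.56 and -0.51, that of macrophage markers 0.08, 0.52, 0.97 and -0.64 and that of gut epithelium markers 1.04, 1.51, 1.91 and 0.17. Of 7 gut epithelium markers 5 rose, the same as when adjusted over the list alone, among them the keratin genes *Krt8* (3.12-fold) and *Krt18* (3.09-fold) and the cadherin gene *Cdh1* (2.50-fold), and this list did not pass (adjusted p = 0.0776) but passed without null replicate 4 (adjusted p = 0.0062), without a filter (0.0283) and without normalization between arrays (1.2e-04). Of 8 erythroid markers the heme synthesis gene *Alas2* rose and the transferrin receptor gene *Tfrc* fell, and of 11 endothelial markers *Emcn* rose and the angiopoietin receptor gene *Tek* fell 2.66-fold. Adjusted over each list alone, *Tfrc* and *Tek* kept their calls. Of 7 megakaryocyte markers *Itga2b* rose and *Ppbp* fell, neither when adjusted over the list alone, and of 12 macrophage markers none passed, also over the list alone. Of 6 hepatocyte markers *Ambp* and *Apoa1* rose and *Trf* fell, and of 6 pancreatic epithelium markers *Spink1* and *Isl1* rose, the same as when adjusted over each list alone. The calls of *Alas2*, *Emcn*, *Itga2b*, *Ppbp*, *Ambp*, *Apoa1* and *Trf* were lost when any of several single arrays was left out, with adjusted p-values that reached 0.117, 0.121, 0.124, 0.0831, 0.0911, 0.105 and 0.0933 without 1 array. Where its call was lost, the log2 difference of *Alas2* was 1.15 to 1.55, against 1.56 as designed. That of *Emcn* was 1.21 to 1.57, against 1.55. *Alas2* and *Itga2b* passed only without wildtype replicate 3 or null replicate 4, *Emcn*, *Ambp* and *Apoa1* only without wildtype replicate 2 or null replicate 4, *Ppbp* only without wildtype replicate 3, null replicate 2 or null replicate 4, and *Trf* only without wildtype replicate 3, wildtype replicate 4 or null replicate 2.

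None of these lists of other cell types was shifted in camera (adjusted p = 0.713 for erythroid, 0.622 for endothelial, 0.134 for megakaryocyte, 0.912 for macrophage, 0.803 for hepatocyte and 0.803 for pancreatic epithelium markers). The megakaryocyte list passed without wildtype replicate 3 (adjusted p = 0.0362), without the 3 arrays low on the splicing regulators (0.00924), with median absolute deviation scaling (0.00196), without normalization between arrays (0.0324) and with the markers of other cell types as a covariate (0.0209). The erythroid and endothelial lists passed without normalization between arrays (adjusted p = 0.0052 and 0.00543), and with the splicing regulators as a covariate these and the macrophage list passed downward (adjusted p = 0.00372, 0.00236 and 0.00293). With *Xist* as a covariate the median log2 difference of the erythroid list was -1.30 (adjusted p = 0.118), against 1.56 as designed. The macrophage list had a median log2 difference of 0.22 while its test pointed down.

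In total 9 of 33 lists tested were shifted in camera with a preset correlation of 0.01, 4 up and 5 down, and none with an estimated correlation, where 5 had an unadjusted p under 0.05. In fry, which asks whether the genes of a list move together and does not compare them with other genes, 17 lists moved 1 way and 30 changed in either direction.

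**Figure D3:**
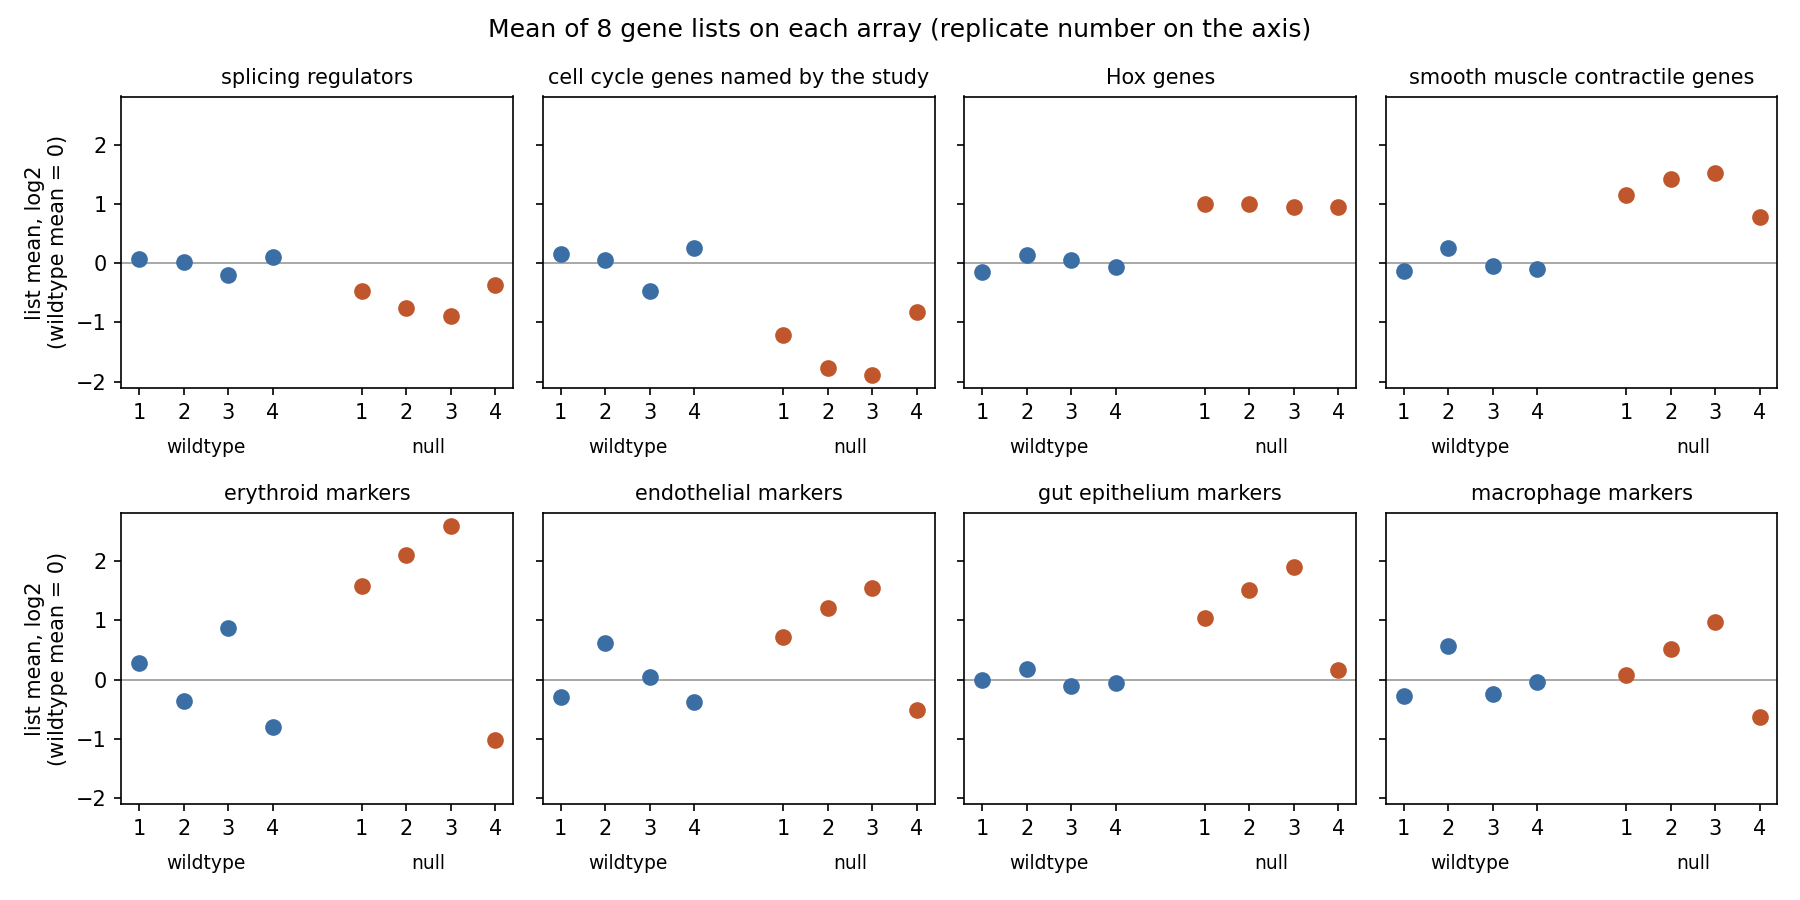
Mean log2 level of 8 gene lists (vertical axis, relative to the wildtype mean) on each array, with wildtype replicates in blue and null replicates in orange. The Hox means of the 4 null arrays lie between 0.95 and 1.01, while the erythroid means of the null arrays range from -1.01 to 2.60.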

Values the study reported

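The study reported 980 genes with a change above 2-fold in the spleen, against 143 in the gut, 125 in the vertebral column, 30 in the hindlimb and 2 in the forelimb. In the null spleen 77% of these genes (761 of 980) were given as decreased. Pathway analysis in that work gave a z-score of -3.922 for proliferation of cells and of 1.256 for apoptosis.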

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

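The tests of this part were applied to all genes named in the text, with 1 criterion for all (gap to the nearest array over the range of the group). Among 286 groups of 4 arrays, from 140 genes and 3 summaries per array, 20 held 1 array set apart from the other 3, where chance gives about 1 in 20. No summary of an array (median signal, mean signal, share of probes detected) was among them.

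In the wildtype group the array set apart was replicate 3 for *Clk1* (8.83, others 10.37 to 10.56), *H2bc12* (9.72, others 9.29 to 9.36), *Jun* (8.64, others 7.99 to 8.07), *Msx1* (9.07, others 8.71 to 8.76), *Ndufs3* (10.90, others 11.02 to 11.03) and *Tnnt1* (9.07, others 8.55 to 8.62). It was replicate 2 for *Apoa1* (5.57, others 4.78 to 4.82), *Col2a1* (6.92, others 6.43 to 6.47), *Hspa1a* (6.35, others 6.08 to 6.13) and *Smoc1* (7.18, others 6.21 to 6.34), replicate 1 for *Ddit4* (7.32, others 8.21 to 8.33) and replicate 4 for *Klf6* (10.31, others 10.57 to 10.60) and *Uty* (5.73, others 6.09 to 6.14).

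In the null group it was replicate 3 for *Cdk1* (9.11, others 9.82 to 9.88), *Eif2s3y* (11.11, others 10.80 to 10.85), *Mgp* (8.94, others 9.30 to 9.35), *Podxl* (8.80, others 8.44 to 8.47) and *Tek* (6.60, others lower, from 6.48), replicate 2 for *Nrp1* (12.05, others 11.88 to 11.89) and replicate 4 for *Lats2* (5.19, others 4.54 to 4.64). All values are log2 intensities, and no explanation was tested for single genes.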

How the results depend on the processing

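The alternatives without normalization between arrays, without the 3 arrays low on the splicing regulators and with the splicing regulators or markers of other cell types as covariates were chosen only after seeing the data. Leaving out 1 array at a time gave 3373 to 5665 genes differing, 742 to 1077 over 2-fold, a share of lower genes of 40.3 to 47.7% (40.3% without null replicate 3), a log2 difference of *Bapx1* of 2.30 to 2.50 and 9 to 10 lists shifted. *Bapx1* kept its direction and its side of the threshold under every alternative that gave it a value; a detection p under 0.01 on all arrays gave none, and the methods' t-test gave no values for lists. The number over 2-fold was 501 with an offset of 50, 1613 with median absolute deviation scaling, 541 with a detection p under 0.01 on all arrays (fewer genes tested), 293 with *Xist* and 539 with the splicing regulators as a covariate. The number differing was 307 with *Xist* and 898 with the splicing regulators as a covariate. The share of lower genes was 14.8% with median absolute deviation scaling, 40.7% with array weights, 33.1% with *Xist*, 36.5% with the splicing regulators, 38.1% with the markers of other cell types as a covariate and 71.6% without normalization between arrays, which shifted 15 lists. The cause was not tested. With the replicate block 5043 genes differed, 880 over 2-fold, 44.2% of them lower, and 8 lists were shifted. The residuals of arrays with the same number correlated at 0.12, 0.05, 0.32 and 0.38, all positive, and 1 of 4 wildtype arrays lay closest to its own number. These values do not settle whether the numbers pair the samples. The slide block was not run, since the files show no slides.

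Among genes that passed as designed or under the alternative, log2 differences turned in sign with median absolute deviation scaling for *Atp5l* (0.43), *Cdc6* (0.00387), *Dusp6* (0.0345), *Ndufs3* (0.15), *Nkx2-3* (0.15), *Rpl27* (0.49), *Rpl30* (0.0753), *Rps16* (0.61) and *Srsf6* (0.54), and with *Xist* as a covariate for *Alas2* (-0.13), *Pik3c2a* (0.35) and *Ppbp* (1.01). With the splicing regulators as a covariate the tests turned for the erythroid (-2.40), endothelial (-0.89) and histone (-0.18) lists and the differences for *Alas2* (-1.13), *Bmi1* (0.17), *Cdc14a* (0.36), *Ckap2* (0.13), *Emcn* (-0.63), *H2ac18* (-0.0557), *H2bc12* (-0.15), *Hif1a* (0.48), *Kpna2* (0.16), *Ndufs3* (0.0105), *Ppp1cb* (0.65), *Rock1* (0.0656), *Stag2* (0.0900) and *Tfdp1* (0.15). The cause was not tested. Over 33 lists, 772 of 813 comparisons kept the side of the threshold, 14 lost the call, 24 gained one and in 3 a list passed with its test turned. Over the 160 genes besides *Bapx1* that the naming rule covers, not all of them printed, 3708 of 4078 kept the side of the threshold, 292 lost the call, 52 gained one and 26 turned from a call. These counts leave out the sign of results that did not pass either way, and for lists they take the direction of the test. The sign of the median changed in 61 of the 813 comparisons of lists, 4 of them for lists that passed as designed, and that of the difference in 72 of the 4078 for genes, 46 of them for genes that did not pass as designed. These 4 were the S phase (0.33), G2 and M phase (0.42) and splicing (0.40) lists with median absolute deviation scaling, where the median of all genes was 0.43, and the named cell cycle list (0.0669) with the splicing regulators as a covariate. Among the other 57 were the VEGF (0.0656) and macrophage (-0.80) lists with that covariate and the erythroid (-1.30) and megakaryocyte (0.0755) lists with *Xist*.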

Other observations

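The tests of scaling, of a shared factor and of other cell types below, and the counts over other splits of the arrays, were chosen only after the results they measure were seen.

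Secreted regulators of Wnt signalling changed in both directions. Of 13 Wnt targets and antagonists 4 rose, 2 fell and 7 did not pass, the same as when adjusted over the list alone. *Frzb* fell 6.96-fold and *Nkd2*, an intracellular antagonist, 1.84-fold, while *Sfrp2* rose 3.24-fold and *Wnt11* was at least 1.17-fold higher. Of 14 FGF and ERK feedback genes 3 rose, 3 fell and 8 did not pass, also over the list alone. *Fgf10*, a mesenchymal growth factor, rose 2.25-fold and *Spry2* 1.44-fold, while *Fgfr1* fell 1.52-fold and *Dusp6* fell 1.67-fold, with a log2 difference of 0.0345 for *Dusp6* under median absolute deviation scaling. The FGF list had a median log2 difference of -0.11 and a mean of 0.03. Neither list was shifted (adjusted p = 0.713 and 0.591, camera).

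Of 16 hypoxia and glycolysis genes 7 rose, 3 fell and 6 did not pass, and over the list alone 8 rose and 3 fell. *Ddit4* rose 2.94-fold, *Ndrg1* 2.50-fold and *Ankrd37* 1.64-fold, opposite to *Vegfa*, which is a target of the same hypoxia factors. Of 14 immediate early and dissociation genes 5 rose and 9 did not pass, also over the list alone, with *Hspa1a* up 1.69-fold, *Hspa1b* 1.57-fold and *Jun* up by a log2 difference of 0.58, and *Klf6* up 1.37-fold with a log2 difference of -0.41 at its other probe. Neither list was shifted (adjusted p = 0.281 and 0.591, camera), but the immediate early list passed without the 3 arrays low on the splicing regulators (0.0365).

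Neurons grow into the gut wall near the sorted tissue at this stage. Of 10 neural and neural crest markers 5 rose, 2 fell and 3 did not pass, also over the list alone, with a median log2 difference of 0.35 (0.27 with members not above background in 1 genotype at their bound). *Stmn2* rose 5.49-fold, *Phox2a* was at least 2.25-fold and *Prph* at least 1.28-fold higher, and *Gap43* fell 1.81-fold. Of 8 mesothelium markers 4 rose and 4 did not pass, also over the list alone. *Aldh1a2*, a retinoic acid synthesizing enzyme, rose 2.97-fold, *Krt7* 2.14-fold, *Podxl* 1.73-fold and *Lrrn4*, above background on 1 of 4 wildtype arrays, 1.62-fold. Neither list was shifted (adjusted p = 0.713 and 0.281, camera), but the mesothelium list passed with *Xist* as a covariate (0.0146).

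Housekeeping lists moved with the scaling, with medians of 1.07 for ribosomal proteins and 0.89 for oxidative phosphorylation under median absolute deviation scaling, against 0.43 for all genes. Of 50 ribosomal protein genes 4 rose, 10 fell and 36 did not pass (0 and 8 over the list alone), and the median log2 difference of 0.02 and the mean of -0.07 differed in sign. *Rps15a* fell 1.52-fold, and *Rpl30*, *Rps16* and *Rpl27* fell 1.41-fold, 1.33-fold and 1.28-fold and turned to log2 differences of 0.0753, 0.61 and 0.49 with median absolute deviation scaling. Of 62 oxidative phosphorylation subunits 13 rose, 5 fell and 44 did not pass (11 and 5 over the list alone). *Cox7a1* rose 1.49-fold and *Ndufv3* 1.43-fold, while *Ndufs3* and *Atp5l* fell 1.42-fold and 1.30-fold and turned to 0.15 and 0.43 under that scaling. Of 45 replication dependent histones 7 rose, 1 fell and 37 did not pass (5 and 0 over the list alone), with *H2ac4* up 1.51-fold and *H2bu2* at least 1.18-fold higher. Of 6 nuclear retained RNAs *Snhg11* rose 1.38-fold and 5 did not pass, also over the list alone. None of the 4 lists was shifted (adjusted p = 0.134, 0.713, 0.760 and 0.857, camera), but the oxidative phosphorylation list passed upward with median absolute deviation scaling (0.0153) and the histone list downward with the splicing regulators as a covariate (2.7e-04).

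The sex of the embryos is not given. *Xist*, which is expressed from the inactive X chromosome of females, fell 3.95-fold, from 11.65 ± 0.73 to 9.67 ± 0.33 (SD, n = 4), with log2 differences of -2.12 to -0.44 at its other probes, and the Y chromosome genes *Eif2s3y* (log2 difference 1.03, adjusted p = 0.063), *Kdm5d* (0.77, adjusted p = 0.13) and *Uty* (0.11, adjusted p = 0.54) did not pass as designed. *Eif2s3y* passed under 6 alternatives, among them without wildtype replicate 3 (1.35, adjusted p = 0.0169), and all 3 passed with array weights (adjusted p = 0.0114, 0.0289 and 0.0357). Both kinds of transcript were detected on all 8 arrays. *Eif2s3y* was 10.14, 9.98, 10.83 and 8.50 on wildtype replicates 1 to 4 and 10.80 to 11.11 on the null arrays. *Kdm5d* was 6.40 on wildtype replicate 4 and 8.06 to 8.46 on the other wildtype arrays. Since *Xist* did not overlap between the genotypes, a different mix of sexes cannot be told apart from genotype. With *Xist* as a covariate 307 genes differed. The 4 genes of this list had a median log2 difference of 0.44 and a mean of -0.02, and the list was not tested.

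The share of lower genes among genes over 2-fold was 45.1% (61.2% counted per probe, 14.8% with median absolute deviation scaling and 71.6% without normalization between arrays). That is lower, in each of these forms, than the value quoted from the study above. The paper's methods also scaled by the median absolute deviation, but with another filter and other software. Here that scaling took its median and spread over all 45281 probes, most of them not detected. Median centring, which used the kept probes, gave 42.0%.

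Only the real split, 1 of 35, gave as many genes that differed (4819, highest of the other splits 0). The same held for the number over 2-fold (863, highest of the other splits 0). This is the lowest share that 35 splits can give, so chance is unlikely for these counts but not excluded. The other splits mix the genotypes, so that a difference between genotypes adds to the spread within their groups and lowers their counts. Chance cannot be excluded for the number of lists shifted, since 14 of 35 splits gave as many as the real 9 and the highest of the others gave 14.

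The 389 genes over 2-fold lower in null share a structure between arrays. Within genotypes their levels followed the mean of the splicing regulators (median correlation of the residuals 0.89, above all of 10000 random lists of the same size and similar level). The random lists were not matched for spread between arrays, and 1 shared axis held 54.5% of the variance within genotypes. With the splicing regulators as a covariate the median log2 difference of 383 of them moved from -1.30 to -0.24 (upper quartile 0.15). A factor that also varies among arrays of 1 genotype, such as the state of the RNA, may therefore account for part of the falls, though every null array lay below every wildtype array on these regulators, so that the covariate also takes up effects of genotype. More erythroid, endothelial, macrophage and gut epithelium cells were examined with their markers as a covariate. The median was then -1.01 for 388 genes, and 199 of the 389 stayed past the threshold and 2-fold. A covariate removes only what its mean follows, so the remaining difference does not exclude such cells as a source. Despite the sort for EGFP, which should remove them, they may be part of the falls. Within genotypes these genes were lower where the markers were higher (median correlation -0.79, below all of the random lists). Markers of mesenchyme were not in this covariate, so it does not bear on such cells. Both correlations lay beyond all random lists, so that this rank does not tell the shared factor and other cell types apart. Under the scaling of 4 others that lowered it most, median absolute deviation, the median of the 389 genes was -1.12 (quartiles -1.38 to -0.87). Only 238 of them stayed past the threshold and 2-fold there. These genes were chosen as over 2-fold under the designed scaling, and the median of all genes moved only from 0.09 to 0.43. The outcome was thus nearly set beforehand, and it does not weigh scaling as a source. A loss through the genotype stays open and untested.

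For the 474 genes over 2-fold higher in null the difference was read again with both covariates and under the other scalings. The covariate of other cell types held no markers of mesenchyme, so it does not bear on such cells. The median log2 difference was 1.21 with the markers of other cell types as a covariate (1.31 before, 468 genes) and 1.06 with the splicing regulators (1.32 before, 474 genes, quartiles 0.68 to 1.58). Of the 474 genes, 362 stayed past the threshold and 2-fold with the markers of other cell types and 212 with the splicing regulators. The remaining difference excludes neither such cells nor the shared factor, since a covariate removes only what its mean follows. Within genotypes these genes followed the markers (median correlation 0.52, above all of the random lists) and ran against the splicing regulators (-0.44, below all of them), so that each may be part of the rise. Under the scaling of 4 others that lowered it most, no normalization between arrays, the median was 1.06 (quartiles 0.89 to 1.46), with 269 of the 474 genes past the threshold and 2-fold, against 470 under each of the other 3. The median of all genes moved only from 0.09 to -0.14 without normalization. Since the 474 genes were chosen under the designed scaling, this does not weigh scaling as a source either. The Hox, smooth muscle and Hedgehog response genes in this group may reflect more gut or other mesenchyme among the sorted null cells or a change within the cells, which these data did not test against each other, and a direct effect of genotype is also open.

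The absence of *Bapx1* signal in wildtype cells was not a matter of scaling between arrays, since detection is set within each array, and the 2 probes were detected in 0 of 8 cases on wildtype and 8 of 8 on null arrays. Whether the probes lie farther from the primed end of the transcript on the wildtype reporter allele, which carries an insert in its 3' UTR, cannot be told apart from other sources, since the position of 0 of the 2 probes is known here. The study writes the wildtype reporter genotype as heterozygous, and the unaltered allele of such embryos is not covered by this explanation. An exchange of the genotype labels stays open for these probes, but *Gyg* and the brighter probe of *Akap12* fell as the labels have it, and the study described a loss of both RNAs in null spleen from in situ hybridization. The other probe of *Gyg* also fell (log2 difference -2.43), while that of *Akap12* gave 0.47. The study also described a loss of *Bapx1* RNA there, which the 2 *Bapx1* probes go against.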
